A study of Homo sapiens with 28 samples. Its data were reported in "RBFOX2 recognizes N6-methyladenosine to suppress transcription and block myeloid leukaemia differentiation" (2023).

How the data were processed

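Chromatin-associated RNA (caRNA), the RNA that stays bound to chromatin when nuclei are fractionated, was profiled for N6-methyladenosine (m6A) by methylated RNA immunoprecipitation sequencing (MeRIP-seq). In this assay rRNA-depleted, fragmented RNA is pulled down with an antibody against m6A, and regions with more immunoprecipitated (IP) reads than the local background are called as peaks. The series held 28 samples from 3 human cell lines, 14 IP libraries and 14 input libraries. Each IP library came with 1 peak list. The input libraries are not analysed here, because they came with no table of their own. The labels placed every IP library in 1 of 6 groups, namely HepG2 WT (n = 2), K562 WT (n = 2), K562 Control (n = 2), K562 RBFOX2 KD (n = 2), NB4 Control (n = 3) and NB4 RBFOX2 KD (n = 3). Control and KD cells carried a short hairpin RNA, directed against RBFOX2 in the KD groups.

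Per the methods of the study, reads were trimmed with Trimmomatic 0.39 and aligned to hg38 with HISAT and GENCODE release 29 in strand-specific mode. Alignments were split by strand with samtools 1.9. Peaks were called on each strand with MACS version 2, without a fragment model, with reads extended to 150 bases, with up to 5 duplicates kept and with a genome size of 1.3e+08. Peaks with q under 0.01 were used, and the smallest deposited -log10 q was 2.00. Each list describes 1 library, and replicates were not pooled. In the deposited lists, the fold of a summit over the local background, the -log10 p-value, the -log10 q-value and the score are the authors' own output of MACS. The score was the integer part of 10 times the -log10 q-value. All 4 were used here only to describe, rank or filter peaks within a list and to recover read depth as described next. The lists hold peaks and no read counts, so no count model was fitted, and a difference between groups concerns the presence of peaks, not the methylation level of a site. Whether the matched input served as the background of the peak caller was not stated.

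MACS reports the fold as (pileup + 1) / (local mean + 1) and the p-value as the Poisson tail of the pileup, so both unknowns were solved for at every summit. The pileup came out whole at 100% of summits in 11 of the 14 libraries. In HepG2 WT 1, HepG2 WT 2 and NB4 Control 3 it came out whole at 9.63%, 9.55% and 5.73% of summits, and rescaled reads were assumed there. The lowest local mean on a strand is the genome-wide background, which equals reads times 150 bases divided by the genome size. The reads obtained this way are called effective reads and are the depth at which a list was called. They are a recovered quantity and not a count from a table of reads.

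All computation was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0, and plots were drawn with matplotlib 3.10.9. Peaks on chromosomes 1 to 22, X and Y were used. Annotation was GENCODE release 44 on hg38, and 0 of 496678 peaks on these chromosomes ran past the end of a chromosome in the reference. A summit from 1 kb upstream to 100 bases downstream of any annotated transcript start, on either strand, was a promoter summit. The remaining summits were assigned in turn to transcript ends (100 bases upstream to 1000 bases downstream), exons, introns and intergenic sequence. Covered length is the number of bases under peaks with the strands kept apart. The Jaccard index of a pair of libraries is the bases shared by both lists divided by the bases in either. The K562 WT reference held merged regions with a peak in both WT libraries, and the recovery of a library is the percent of these regions that its peaks overlap by at least 1 base. Motifs were counted within 75 bases of the summit on the strand of the peak, and the excess is the percent of summit windows with the motif minus the mean percent of windows 300 bases to either side. DRACH is the usual m6A context, UGCAUG the canonical RBFOX2 motif and AGAUG a motif that the study ties to RBFOX2.

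For regions lost and gained, overlapping peaks of all Control and KD libraries of a line were merged by strand. A lost region had a peak in every Control library and in no KD library, and a gained region the reverse. The total of lost and gained regions was counted again for every other split of the same libraries into groups of the same size. Regions that changed the same way in both lines were set against the 60 distinct arrangements of labels within lines.

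Differences between groups were tested with exact permutation tests, two-sided, with the library as the unit. The smallest p that 2 libraries against 2 can reach is 0.333, and for 3 against 3 it is 0.1, so no comparison within a line can pass 0.05. For both lines together, labels were permuted within each line, and the 120 arrangements allow p down to 0.0167. Benjamini-Hochberg adjustment was made over 7 combined tests, and over 9 tests of a difference between the lines. Because p cannot fall under 0.0167, no result can pass 0.05 after either adjustment unless other tests also give low p. Values are given as mean ± SD with the number of libraries.

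Genes were named by a rule fixed before the data were examined, as were the tests and the first set of alternative settings. The rule takes TGFB1, SOCS1, H2AC8, H2BC8, RBFOX2, RBM15, YTHDC1 and METTL3, then in each line the 3 lost and the 3 gained regions in annotated genes with the highest mean percentile of -log10 q within their lists, then at most 10 genes with a promoter region lost in both lines or gained in both lines. Exon and intron numbers refer to the Ensembl canonical transcript.

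The first set of alternative settings was peaks with -log10 q of at least 5, lists cut to the size of the smallest list of the line, strand ignored, all sequences of the reference, promoters within 1 kb on both sides or of protein-coding genes only, an overlap of at least 50%, a reference from either WT library, motif windows of 50 bases, a shuffled motif background, regions made from 100 bases on each side of summits, each replicate left out in turn, and labels swapped only within replicate numbers. The following were added after seeing the data. Depth matching thinned the recovered pileups of each line binomially to the lowest background mean per strand and kept summits with -log10 p of at least 20. A first version kept every summit above the lowest -log10 p of the lists, 4.50, and removed few peaks. The threshold was then raised to 20, and a version with 30 was added. Peak widths were not called anew, so covered length was not depth-matched. Other added alternatives were summits with -log10 p of at least 20 without thinning, promoter peaks split by strand, promoter share weighted to 1 distribution of GC content per line (bins of 5%, with at least 20 peaks per library), promoter share among peaks outside introns, and the motif GGACU in place of DRACH.

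The procedures were tested on simulated data. Whole pileups were recovered at 100% of 19949 simulated summits. With the same 60000 sites sequenced at 2 depths, the deeper 2 times the other, the log2 ratio of peak numbers was 0.10 as called, 0.51 at -log10 p of at least 20 and -0.0019 after thinning. Of 200 lost and 200 gained regions seeded into each line, 100% were found. Of 2000 data sets without a difference, 3.6% gave p under 0.05 in the stratified permutation test.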

Results

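Peaks of m6A on caRNA were listed for 14 IP libraries from 3 human cell lines. HepG2 is a hepatoma line, K562 a chronic myelogenous leukaemia line and NB4 an acute promyelocytic leukaemia line. RBFOX2 is an RNA-binding protein, and the study asks whether it brings the m6A methyltransferase to RNA made at promoters. The knockdown (KD) libraries address whether m6A on caRNA, at promoters above all, falls when RBFOX2 is depleted. The WT libraries describe where m6A lies in unmodified cells.

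The lists held between 22700 and 44088 peaks on chromosomes 1 to 22, X and Y (hg38). Median peak width ranged from 243 to 343 bases and median fold at the summit from 3.84 to 8.01. Effective reads, the depth recovered from the lists and given in mega-reads (M), were 29.2 and 32.9 M in the HepG2 WT libraries and 25.6 and 24.9 M in the K562 WT libraries. They were 14.8 and 19.5 M in K562 Control 1 and 2, and 16.4 and 12.6 M in K562 KD 1 and 2. In NB4 they were 10.8, 14.1 and 17.2 M in Control 1, 2 and 3, and 21.9, 18.6 and 16.8 M in KD 1, 2 and 3. The labels gave no date or batch. The depth of the NB4 KD libraries exceeded that of the NB4 Control libraries on average, by 5.07 M effective reads (exact permutation test, two-sided, p = 0.2).

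**Figure D1:**
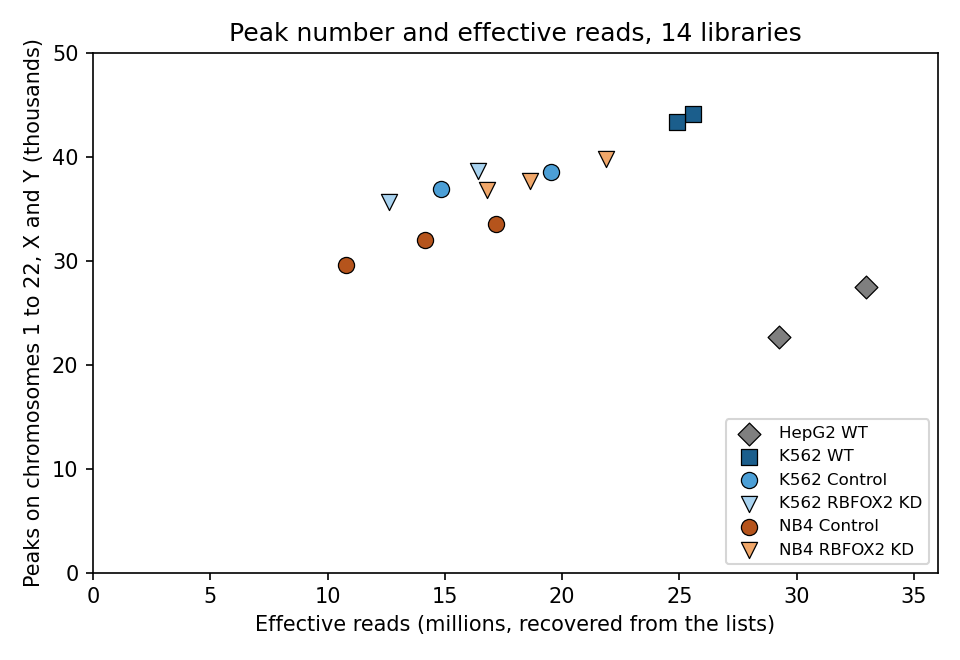
Number of peaks in each of the 14 IP libraries against effective reads in mega-reads (M), with 1 point per library and groups by colour. The 2 HepG2 WT libraries had the highest effective reads, 29.2 and 32.9 M, and the lowest peak numbers, 22700 and 27438.

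The RBFOX2 gene (ENSG00000100320.24, chromosome 22, 35738736 to 36028824, minus strand) carried few peaks. K562 Control libraries had 2.50 ± 0.707 peaks in the gene (SD, n = 2) and each of the 2 K562 KD libraries had 3. NB4 Control libraries had 1.67 ± 0.577 (SD, n = 3) and NB4 KD libraries 1.33 ± 0.577 (SD, n = 3). A region in intron 2 (35897120 to 35898226) was listed in all 4 K562 Control and KD libraries and in neither K562 WT library. Peak lists do not measure transcript level, so the extent of the knockdown is not analysed here.

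Whether RBFOX2 depletion changed the number of peaks was compared first. K562 Control libraries held 37703 ± 1153 peaks (SD, n = 2) and K562 KD libraries 37122 ± 2126 (SD, n = 2), a log2 difference of -0.023 that was smaller than the spread between replicates (exact permutation test, two-sided, p = 1; smallest possible p 0.333). NB4 Control libraries held 31700 ± 1961 peaks (SD, n = 3) and NB4 KD libraries 38100 ± 1549 (SD, n = 3). The log2 difference in NB4 was 0.27, larger than the pooled SD of 0.076, with p = 0.1, the smallest that an exact permutation of 3 against 3 allows (two-sided). Over both lines the mean log2 difference was 0.12, with 4 of 5 KD libraries above the Control mean of their line (stratified exact permutation test, two-sided, p = 0.0833, adjusted p = 0.194). The difference between the lines was -0.29 (exact permutation, two-sided, p = 0.05, adjusted p = 0.225 over 9 such tests). Depth matching, chosen after seeing the data, moved these values most. Among summits with -log10 p of at least 20, the log2 difference became -0.0070 in NB4 and 0.088 in K562. It was -0.077 and 0.11 when summits with -log10 p of at least 30 were kept. With summits kept down to the lowest -log10 p of the lists, it was 0.25 in NB4 and -0.018 in K562. Covered length differed by 0.10 on the log2 scale over both lines, in 3 of 5 KD libraries upwards, which was within the spread (exact permutation, two-sided, p = 0.35, adjusted p = 0.513).

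Pairs of libraries were compared by the Jaccard index of covered bases. Pairs from different cell lines shared 25.9% to 34.4%, and pairs from the same line 52.7% to 79.8%. In NB4, pairs within a group shared 65.7% ± 3.96 (SD, n = 6 pairs) and pairs between Control and KD 58.6% ± 4.19 (SD, n = 9 pairs), a gap of 7.08 points. No other split of the 6 NB4 libraries gave as large a gap, so the real split was 1 of 10. NB4 Control 3 shared 60.4% and 65.6% with NB4 Control 1 and 2, and 62.0% to 64.7% with the KD libraries. It thus lay no closer to Control than to KD. NB4 Control 1 and 2 had the lowest effective reads in NB4, 10.8 and 14.1 M. In K562, pairs within a group shared 68.4% ± 6.49 (SD, n = 2 pairs) and pairs between groups 69.1% ± 6.78 (SD, n = 4 pairs), so the grouping was not visible, and 2 of the 3 splits gave a gap at least as large. Control 2 shared at most 66.7% with any of the other 3 K562 Control and KD libraries, which shared at least 73.0% with each other. Depth matching, chosen after seeing the data, moved the NB4 gap most among 5 alternatives, to 6.30 points.

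**Figure D2:**
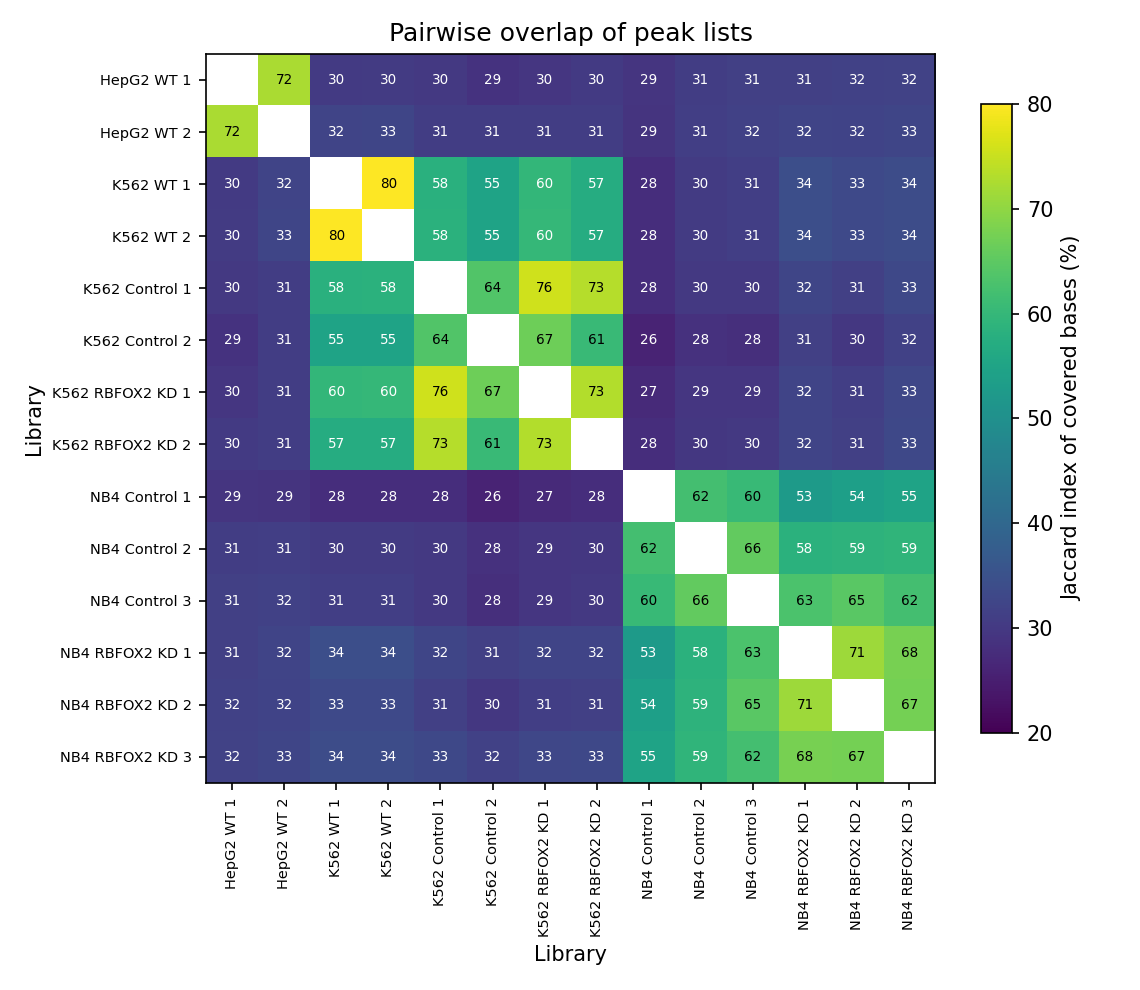
Jaccard index in percent for every pair of the 14 IP libraries, libraries ordered by cell line and group on both axes. Pairs from different lines lie between 25.9% and 34.4%, and pairs within a line between 52.7% and 79.8%.

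The share of peaks at promoters addresses the question on promoter RNA most directly, although a share can also fall because other peaks are added. K562 Control libraries had 19.6% ± 0.740 of peaks at promoters (SD, n = 2) and K562 KD libraries 18.6% ± 0.469 (SD, n = 2). NB4 Control libraries had 22.6% ± 1.70 (SD, n = 3) and NB4 KD libraries 19.8% ± 0.448 (SD, n = 3). The change was -1.08 points in K562 (exact permutation, two-sided, p = 0.333, the smallest possible), or -0.555 points without K562 Control 2, and -2.80 points in NB4 (exact permutation, two-sided, p = 0.1, the smallest possible). Over both lines it was -1.94 points, against a pooled SD within groups of 1.08, and all 5 KD libraries lay below the Control mean of their line. The stratified exact permutation test gave the smallest p that its 120 arrangements allow, 0.0167 (two-sided). The adjusted p over 7 tests was 0.0583, which does not pass 0.05. With p already at its smallest, the adjusted p could be lower only if more of the 7 tests had given low p. The difference between the lines in this change, 1.72 points, exceeded the pooled SD but did not pass the test (exact permutation, two-sided, p = 0.333, adjusted p = 0.375). Weighting each library to 1 GC distribution per line, chosen after seeing the data, moved the value most among alternatives that count promoters on both strands, to -0.537 points (exact permutation, two-sided, p = 0.133). After depth matching it was -1.73 points (exact permutation, two-sided, p = 0.0167).

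**Figure D3:**
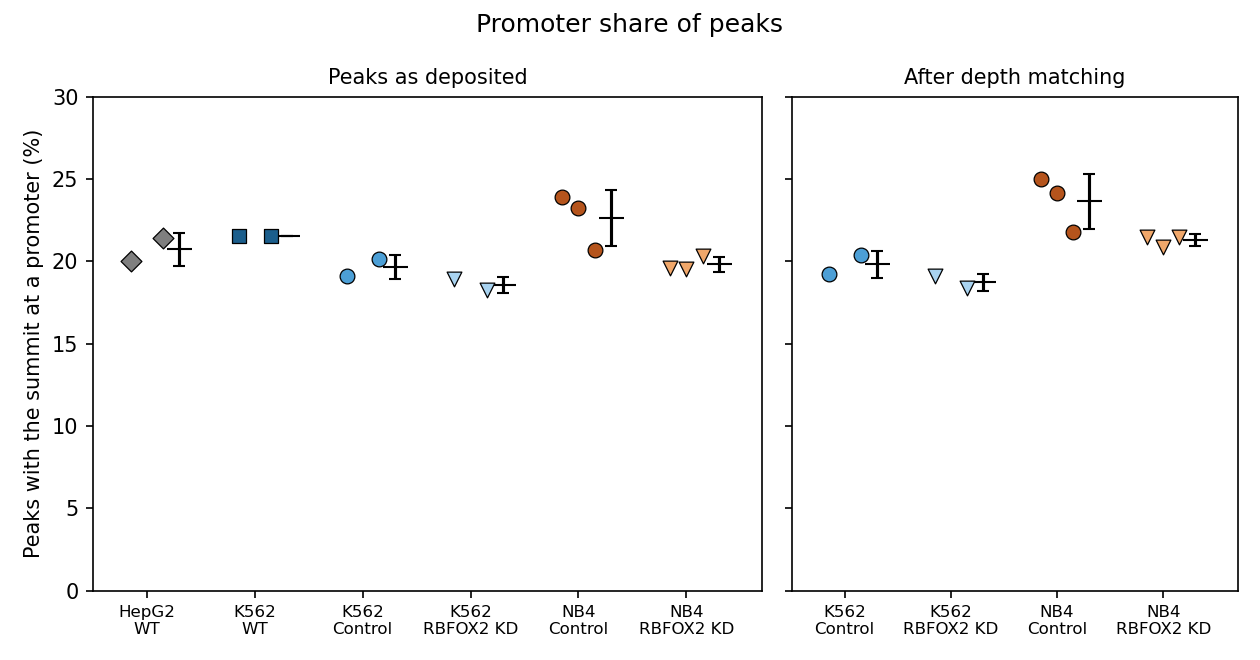
Percent of peaks at promoters, 1 point per library with the group mean ± SD, for the 6 groups as deposited on the left and for the Control and KD groups after depth matching on the right. As deposited, NB4 KD libraries lie at 19.8% ± 0.448 against 22.6% ± 1.70 in NB4 Control.

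Other peak classes were compared after the promoter result was seen, as a description. Over both lines, the share of peaks in introns rose by 4.39 points, in exons it changed by -2.07 points and at transcript ends by -1.18 points, and between genes it rose by 0.805 points. Each had the smallest possible exact permutation p, 0.0167 (two-sided), without adjustment. Intron peaks made up 27.7% ± 2.88 of NB4 Control lists and 34.8% ± 1.37 of NB4 KD lists (SD, n = 3 each).

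K562 WT peaks gave a fixed reference of 38362 regions, 8351 of them at promoters. K562 Control libraries recovered 68.4% ± 1.92 of the promoter regions and K562 KD libraries 66.3% ± 4.55 (SD, n = 2 each), a change of -2.12 points within the spread (exact permutation, two-sided, p = 0.667; smallest possible 0.333). Recovery outside promoters was 72.4% ± 0.467 in K562 Control and 72.7% ± 3.16 in K562 KD (SD, n = 2 each). In NB4, recovery rose from 51.7% ± 1.69 to 55.0% ± 1.32 at promoters and from 42.0% ± 2.59 to 48.7% ± 1.11 elsewhere (SD, n = 3 each). Promoter minus non-promoter recovery changed by -2.92 points over both lines, against a pooled SD of 1.67. All 5 KD libraries lay below the Control mean of their line (exact permutation, two-sided, p = 0.0167, the smallest possible, adjusted p = 0.0583). Leaving out NB4 Control 3 moved this value most, to -3.64 points. Depth matching at -log10 p of at least 30 changed the call, with -2.53 points (exact permutation, two-sided, p = 0.0667).

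Regions present in every Control library and in no KD library, or the reverse, were counted next. Among 47629 K562 regions, 827 were lost and 840 gained on RBFOX2 KD, and 2 of the 3 splits of the 4 libraries, the real one included, gave a total at least as large. Among 52807 NB4 regions, 323 were lost and 1937 gained. In NB4, 1 of 10 splits gave as many, the real one, and the next largest total was 987 against 2260. Of lost regions, 25.0% in K562 and 24.1% in NB4 were at promoters, and of gained regions 11.3% and 10.4%, against 19.4% and 20.2% of all regions. The gained regions in NB4 moved most with depth matching, to 583 (460 lost), and the lost regions in NB4 with equal list sizes, to 691. In K562 the lost regions moved most with depth matching, to 404 (775 gained), and the gained regions with summit windows, to 1326. Regions that changed the same way in both lines numbered 22, of which 4 were lost and 18 gained, and 16 changed in opposite ways. Depth-matched lists gave 4 that changed the same way.

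The lost region with the highest mean percentile of -log10 q in K562 lay in exon 3 of 8 of PPM1F (chromosome 22, 21939582 to 21939744), at percentile 75.2 ± 5.34 (SD, n = 2), followed by a promoter region within USP36 (65.3 ± 21.1, SD, n = 2) and a region 428 bases upstream of SAFB on the opposite strand (64.5 ± 29.9, SD, n = 2). The gained K562 region that ranked highest lay upstream of ENSG00000289982 on the opposite strand (chromosome 2, 128091218 to 128091426, percentile 62.3 ± 1.74, SD, n = 2). Next came regions in FANCA and, on the opposite strand, in RAB9AP2 (chromosome Y, 25712092 to 25712302). Whether the reads at the RAB9AP2 region also match other sequences was not tested. The lost NB4 region that ranked highest was at the promoter of IRX5 (chromosome 16, 54930364 to 54930625, percentile 70.6 ± 2.09, SD, n = 3), followed by regions at annotated transcript ends, 16237 bases downstream of the canonical transcript of MRPL23 and, on the opposite strand, in NPAS1. The gained regions were on the opposite strand 29129 bases downstream of the canonical transcript of ANKRD7 (chromosome 7, 118271389 to 118272307, percentile 88.4 ± 1.40, SD, n = 3), in GAS8 and in MDN1. Promoter regions changed the same way in both lines for 11 genes. Of the 10 listed by the rule, TBC1D9B and RTEL1-TNFRSF6B were lost and ATOSA, PPP1R16A, NDUFB2, RPTOR, ERCC6L2-AS1, ERCC6L2, ACER3 and RALGAPA1P1 gained. In 4 of them, ERCC6L2-AS1, ERCC6L2, ACER3 and RALGAPA1P1, the regions of the lines overlapped, and in the other 6 they lay at different positions. ERCC6L2-AS1 and ERCC6L2 shared the same region. The overlapping regions ranked low in K562, at mean percentiles of 11.7 (ERCC6L2), 6.88 (ACER3) and 2.17 (RALGAPA1P1). In NB4 these were 33.4, 24.7 and 16.7.

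TGFB1 (ENSG00000105329.11, chromosome 19, 41301587 to 41353922, minus strand) is a gene whose promoter RNA the study follows. A region over the promoter and the 5′ UTR in exon 1 (41351805 to 41353913, minus strand) was listed in 14 of 14 libraries. Its percentile of -log10 q was 95.05 ± 0.383 in K562 Control and 92.7 ± 3.997 in K562 KD (SD, n = 2 each), and 98.1 ± 0.959 in NB4 Control and 97.3 ± 2.02 in NB4 KD (SD, n = 3 each). These differences were within the spread, and the region lay near the top of each list, where a percentile leaves little room to rise. A percentile within a list is not a methylation level. These values therefore do not test the lower m6A that the study reported at this promoter on RBFOX2 depletion. A region on the opposite strand (41352844 to 41353898) was also listed in 14 libraries. Its percentile was 57.4 ± 3.38 in K562 Control and 64.2 ± 2.34 in K562 KD (SD, n = 2 each). In NB4 it was 75.2 ± 6.80 in Control and 60.7 ± 12.8 in KD (SD, n = 3 each). The lines thus moved in opposite directions there, and no test was made. For METTL3 (chromosome 14) a region in exon 3 (21503113 to 21504012) and for RBM15 (chromosome 1) a region in exon 1 (110339097 to 110342502) were listed in 14 libraries, as was the promoter region of YTHDC1 (chromosome 4, 68349728 to 68350068). A region at the promoter of H2AC8, on the opposite strand (chromosome 6, 26215526 to 26216269), was listed in the 6 K562 libraries and in no other. It reached into H2BC8 (26216200 to 26216688), which lies on the strand of the region. Peaks were assigned to genes by their summit, and 0 summits lay in H2BC8 in the 14 lists. A SOCS1 region (chromosome 16, 11254569 to 11256045) was listed in both HepG2 WT libraries, both K562 WT libraries and 1 NB4 Control library.

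**Figure D4:**
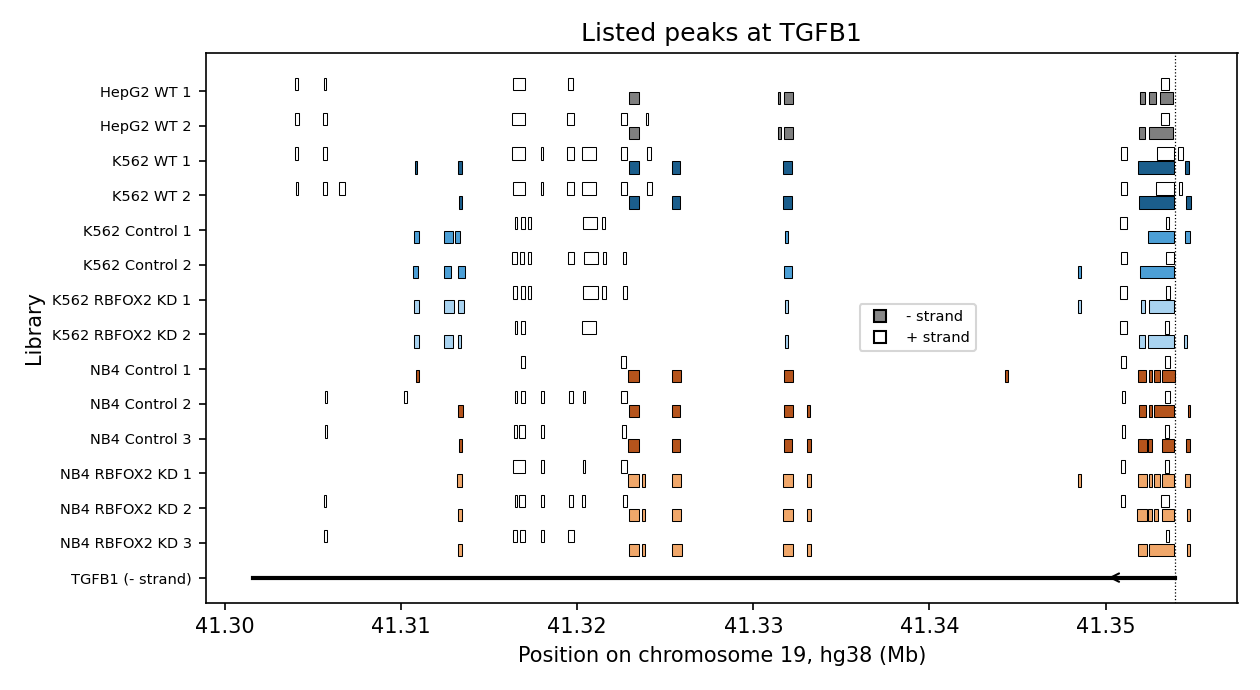
Peaks over TGFB1 on chromosome 19 in each library, by position in hg38, with filled bars on the minus strand and open bars on the plus strand. The region from 41351805 to 41353913 has a peak in all 14 libraries.

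Motifs at summits were compared with flanking windows. DRACH was present in 94.6% to 98.4% of summit windows and in 90.6% to 93.1% of flanking windows. Its excess changed by -0.039 points on RBFOX2 KD over both lines, with 3 of 5 KD libraries in that direction (exact permutation, two-sided, p = 0.917, adjusted p = 0.917). This mean covers opposite directions, 0.147 points in K562 and -0.225 points in NB4. The NB4 change had the smallest possible p, 0.1 (exact permutation, two-sided). The motif GGACU in place of DRACH, chosen after seeing the data, moved the mean over both lines most, to 0.480 points. The GGACU change was 2.05 points in K562 and -1.09 points in NB4, so this mean covers opposite directions. In K562, Control 2 had an excess of 12.6 points and the other 3 libraries 16.9 to 17.2 points, so the K562 rise rests on that library. UGCAUG showed no clear excess over the flanks, between -0.206 and 0.275 points over the 14 libraries, and changed by 0.048 points in 3 of 5 KD libraries (exact permutation, two-sided, p = 0.367, adjusted p = 0.513). AGAUG had an excess of 2.67 to 5.95 points in the 14 libraries and changed by -0.177 points, with 2 of 5 KD libraries in that direction (exact permutation, two-sided, p = 0.733, adjusted p = 0.856). The AGAUG mean also covers opposite directions, -0.569 points in K562 and 0.214 points in NB4. Against a shuffled background the AGAUG change was -0.703 points (exact permutation, two-sided, p = 0.05).

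Among WT cells, K562 libraries held 43746 ± 484 peaks and HepG2 libraries 25069 ± 3350 (SD, n = 2 each), a log2 difference of 0.81 above the pooled SD of 0.14 (exact permutation, two-sided, p = 0.333, the smallest possible). Depth matching moved it to 1.30. Promoter shares were 21.5% ± 0.0027 in K562 and 20.7% ± 0.991 in HepG2 (SD, n = 2 each), a difference of 0.785 points near the pooled SD of 0.7004 (exact permutation, two-sided, p = 0.333). It was 0.084 points without HepG2 WT 1 and 1.49 points without HepG2 WT 2. Of 38362 regions found in both K562 WT libraries, 13680 or 35.7% overlapped a HepG2 region (Wilson 95% interval 35.2% to 36.1%, for counting error only). Of 20277 HepG2 regions, 13911 or 68.6% overlapped a K562 region (Wilson 95% interval 68.0% to 69.2%). An overlap of at least 50% moved the K562 share most, to 31.8%. K562 WT libraries held more peaks than K562 Control libraries, with a log2 difference of 0.21 (exact permutation, two-sided, p = 0.333, the smallest possible), which became -0.044 after depth matching.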

Values the study reported

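The study reported that about 25% of m6A sites on caRNA lay at chromatin binding sites of RBFOX2, in K562 and in HepG2 cells alike. For TGFB1, a methylation level near 67% was given for the promoter-associated RNA, from a sequencing assay other than MeRIP-seq. The study also reported lower m6A at the TGFB1 promoter on RBFOX2 depletion, in K562 and in human AML cells. From caRNA MeRIP-seq, it reported that methylation fell more on RBFOX2 KD at loci bound by RBFOX2 than at unbound loci.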

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

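Of the tests in this part, the comparison of effective depth was chosen after the result was seen, and the test of shared sequence after the peaks had been seen but before shared sequence was counted.

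Covered length changed differently in the lines. On the log2 scale the change on RBFOX2 KD in K562 minus that in NB4 was -0.44 (exact permutation, two-sided, p = 0.0333, adjusted p = 0.225 over 9 such tests). Covered length went from 17933 ± 2203 kb to 16510 ± 1555 kb in K562 (SD, n = 2 each) and from 10635 ± 863 kb to 13306 ± 681 kb in NB4 (SD, n = 3 each). Mean covered length per peak went from 0.475 ± 0.044 to 0.444 ± 0.016 kb in K562 and from 0.335 ± 0.0080 to 0.349 ± 0.0055 kb in NB4. Effective reads differed between the lines in the same direction, by -0.71 on the log2 scale, so effective depth may account for the difference. Peak widths were not called anew at equal depth, which keeps this open, and depth and a response of the cell line to RBFOX2 KD cannot be told apart for covered length. The difference does not pass 0.05 after adjustment.

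Peaks outside chromosomes 1 to 22, X and Y were left out of the comparisons of the report and used in the alternative with all sequences, and 19303 of them were listed over the 14 libraries. Of these, 16763 lay on alternate sequences, 2458 on unplaced sequences and 82 on the mitochondrial genome. They made up 2.88% to 5.09% of a list. The 31 bases at the summit were also present on the main chromosomes for 97.3% of peaks on alternate sequences, so most of these peaks may come from reads that are shared with the main chromosomes. RBFOX2 KD changed their share by 0.081 points in K562 (exact permutation, two-sided, p = 1; smallest possible 0.333) and by -0.967 points in NB4 (exact permutation, two-sided, p = 0.1, the smallest possible). The mean over both lines was -0.443 points (exact permutation, two-sided, p = 0.117), and the difference between the lines was 1.05 points (exact permutation, two-sided, p = 0.05, without adjustment). In NB4 these peaks numbered 1587, 1470 and 1359 in Control 1, 2 and 3, and 1437, 1331 and 1367 in KD 1, 2 and 3. All NB4 peaks together rose from 33172 ± 1847 to 39478 ± 1592 (SD, n = 3 each). Much of the fall in the NB4 share thus goes with the longer KD lists. The design gives no group that bears on a biological explanation, and none was tested.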

How the results depend on the processing

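Depth matching, summits with -log10 p of at least 20 or 30, promoter peaks split by strand, GC weighting, peaks outside introns and the motif GGACU were chosen after the results were seen, and the other alternatives before the data were examined.

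Of 325 values under alternatives, 281 kept their direction and side of the threshold or, where no test could be run, stayed within the spread of the reported value. Of these 281, 6 had the opposite sign, each with 1 library left out and 1 library remaining in a group. A further 11 were weaker, 1 was stronger, 14 reversed and 18 moved. A comparison within 1 line cannot pass 0.05 at any setting, so keeping its side of the threshold says nothing there. The all-sequence, protein-coding promoter, 1 kb promoter, shuffled background and either-WT-library alternatives changed no call or direction among the results they were run on.

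Depth matching reversed the peak number difference, to 0.088 in K562, -0.0070 in NB4 and 0.095 between the lines, and with summits at -log10 p of at least 30 these were 0.11, -0.077 and 0.19. It also reversed K562 promoter recovery, to 0.222 points and to 0.814 at 30, and K562 WT against K562 Control, to -0.044. Thinning lowers the depth of the deeper libraries by construction. The version run first, which kept summits down to the lowest -log10 p of the lists, changed the direction or call of 0 of 11 values.

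The promoter share over both lines, -1.94 points, weakened to -0.537 with GC weighting (exact permutation, two-sided, p = 0.133). On a smaller denominator, the promoter share outside introns weakened to -0.871 (exact permutation, two-sided, p = 0.117). Over all alternatives for the promoter share the p ranged from 0.0167 to 0.133 (exact permutation, two-sided). The difference between the lines reversed to -0.267 and -0.060 under these 2 settings. The cause was not tested. Promoter minus non-promoter recovery weakened to -2.53 points at -log10 p of at least 30, and the cause was not tested.

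Labels swapped only within a replicate block left the promoter share at -1.94 and the recovery difference at -2.92 points, each with p = 0.0625, the smallest that the exact block test allows (two-sided). Equal numbers did not pair libraries, since correlations of Control with KD libraries of equal number lay between -0.085 and -0.027.

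Leaving out 1 library at a time gave -2.42 to -1.61 points for the promoter share and -3.64 to -2.40 for the recovery difference. Without NB4 KD 1, 2 or 3 the p of each was 0.05, and without NB4 Control 1, 2 or 3 it was 0.0167 (exact permutation, two-sided). The cause was not tested. The K562 promoter recovery difference was 1.096 points without K562 KD 2 and -5.33 without K562 KD 1, so 1 library sets its direction. Outside promoters it was -1.89 points without K562 KD 1. The K562 peak number difference was 0.035 without K562 KD 2 and 0.0080 without K562 Control 2. The DRACH difference was 0.145 without K562 Control 1, and the AGAUG difference 0.090 without K562 Control 2.

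The DRACH difference reversed to 0.019 points with equal list sizes, 0.203 in windows of 50 bases and 0.480 for GGACU. UGCAUG became stronger with equal list sizes, 0.123 points (exact permutation, two-sided, p = 0.0333; range over its alternatives 0.0333 to 1). AGAUG changed by -0.703 points against a shuffled background (exact permutation, two-sided, p = 0.05; range over its alternatives 0.05 to 0.938), the furthest from -0.177 among its alternatives. The cause was not tested.

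With equal list sizes, NB4 lost 691 and gained 874 regions, and 14 changed the same way in both lines. With summit windows, K562 gained 1326, NB4 lost 547 and 36 changed the same way. Depth-matched, K562 lost 404 and gained 775 regions where the numbers had been nearly equal, NB4 lost 460 and gained 583 so that its excess of gained regions shrank, and 4 changed the same way. At -log10 p of at least 20 without thinning, K562 lost 622, NB4 gained 1522 and 8 changed the same way. The drop in NB4 gained regions thus came mostly with thinning, and that in regions changed the same way mostly with the threshold. For equal list sizes and summit windows the cause was not tested.

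The share of K562 WT regions also found in HepG2 was 34.8% at -log10 q of at least 5, 38.0% with equal list sizes, 31.8% with an overlap of 50% and 36.2% with strand ignored. The HepG2 shares were 69.4%, 66.6%, 65.6% and 69.7% in the same order. The cause was not tested beyond the stricter overlap, which removes matches by construction.

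Depth limits the comparison of peak numbers, since the NB4 groups differ in it. Simulated sites at doubled depth gave a log2 ratio of 0.10 as called and 0.51 at -log10 p of at least 20. The NB4 difference as listed, 0.27, exceeded the simulated 0.10, so the simulation does not show that depth accounts for it. Thinning down to the lowest -log10 p of the lists left 0.25 in NB4. The strengths of the simulated sites were not fitted to the lists.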

Other observations

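The tests of depth, of GC content, of peaks outside introns and of a swap were chosen after the results they address were seen, and the counts of splits were not.

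NB4 KD libraries held more peaks than NB4 Control libraries. After depth matching the log2 difference was -0.0070 (exact permutation, two-sided, p = 1), so the excess among strong summits may come from effective depth. In the version run first, with summits kept down to the lowest -log10 p of the lists, it was 0.25 (exact permutation, two-sided, p = 0.1). That version removed few peaks. Weaker peaks stay open, since NB4 Control 3 and KD 3 had 17.2 and 16.8 M effective reads and 33497 and 36777 peaks. The depth of NB4 Control 3 is less certain, because its pileups came out whole at 5.73% of summits, and the depth-matched values in NB4 rest on it too. An effect of RBFOX2 KD on weak peaks was not tested.

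A lower promoter share in the KD libraries of both lines is what a role of RBFOX2 at promoters would give. A share also falls where other peaks are added. As deposited, 78 promoter regions were lost and 201 gained in NB4, so its lower share does not show a net loss of promoter peaks. After depth matching, 114 were lost and 51 gained in NB4. In K562, 207 were lost and 95 gained as deposited, and 108 and 118 after depth matching. Technical explanations were weighed against a role of RBFOX2 as well. Depth as the whole cause of the lower mean share is argued against by the depth-matched difference of -1.73 points (exact permutation, two-sided, p = 0.0167). At -log10 p of at least 30 it was -1.48 points. A pair of near-equal depth goes the other way. NB4 Control 3 and KD 3, with 17.2 and 16.8 M effective reads, had promoter shares of 20.7% and 20.3%. That gap is small beside the -2.80 points between the NB4 groups, but the depth of NB4 Control 3 is less certain. Other explanations remain open. Weighted to 1 GC distribution per line the difference was -0.537 points, so GC content may account for most of it, and peaks outside promoters also changed in GC, by -1.69 points (exact permutation, two-sided, p = 0.0167). Promoters are rich in GC, so this weighting would also remove part of a real change at promoters. Among peaks outside introns the difference was -0.871 points, so a general shift towards introns may account for part of it. Shares outside introns are taken of fewer peaks and run higher, so these points understate the weakening. In NB4 alone, GC weighting left -0.404 points (exact permutation, two-sided, p = 0.4). In K562 alone, where the change was -1.08 points, it left -0.671 points (exact permutation, two-sided, p = 0.333, the smallest possible). Among K562 peaks outside introns the share went from 28.2% in Control to 27.3% in KD, so -0.901 points remained. On this higher base, -0.901 set beside -1.08 overstates what remained. In NB4 the share outside introns went from 31.2% to 30.4%. The weakening of the mean under these settings thus rests mostly on NB4. Depth matching left -2.37 points in NB4 (exact permutation, two-sided, p = 0.1, the smallest possible), and at -log10 p of at least 30 the libraries overlapped. For the NB4 promoter share, depth and RBFOX2 KD cannot be told apart, because 3 libraries against 3 are too few and the groups differ in depth.

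K562 Control 2 overlapped the other K562 Control and KD libraries less than these overlapped each other. Its highest Jaccard index with them was 66.7%, below the 73.0% that was lowest among the other 3, but this restates the pattern and decides nothing on a swap. With Control 2 and KD 2 exchanged, 2161 regions would be lost or gained against 1667 with the labels as given, and 1309 against 1179 after depth matching. With Control 2 and KD 1 exchanged the totals would be 1597 as deposited, below the 1667, and 1216 after depth matching. A swap of Control 2 with a KD library and a deviating Control 2 cannot be told apart with 2 libraries per group. After depth matching the Jaccard values were 67.1% and 74.7%, which argues against depth acting through which peaks are listed. Peak widths were not called anew. Control 2 had a median width of 343 bases against 303 to 318 in the others, so depth acting through width stays open. Its GC content at summits was 0.121 points outside the range of the others, 48.5% to 49.1%, which is less than that range. Its GGACU excess was 12.6 points against 16.9 to 17.2 in the others. A single wrong label or a difference in the immunoprecipitation was not tested.

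HepG2 WT libraries held fewer peaks than K562 WT libraries although their effective reads were 5.86 M higher on average, which argues against depth as the cause. This depth was recovered from pileups that came out whole at 9.63% and 9.55% of summits. A difference between the cell lines and the rescaling of the HepG2 reads stay open and were not tested.

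For regions lost and gained in NB4, 1 of the 10 splits of the 6 libraries gave as many regions, the real one, and 10 splits cannot give a share under 0.1. The next largest total, 987, came from Control 1, Control 2 and KD 3 against the others, and these are the 3 NB4 libraries with the lowest effective reads. With depth matching the real split was still the largest of 10, with 1043 regions against 557 for that split. For regions that changed the same way in both lines, 1 of 60 arrangements gave as many as 22, with a median of 2. The real NB4 split also has the most changed regions, which favours a high count, and 16 regions changed in opposite ways. The rank therefore cannot tell agreement between the lines from a larger number of changed regions. Among summits with -log10 p of at least 20, without thinning, 8 changed the same way and 5 of 60 arrangements gave as many. Thinning in addition left 4, with 11 of 60. Most of the drop from 22 thus came with the stricter threshold, and the part that depth has in the 22 stays open.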
